A study of Mus musculus and Homo sapiens with 12 samples. Its data were reported in "RNA m5C oxidation by TET2 regulates chromatin state and leukaemogenesis" (2024).

How the data were processed

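Chromatin-associated RNA (caRNA, the RNA that stays with chromatin when nuclei are fractionated) was immunoprecipitated with an antibody against 5-methylcytosine (m5C), and the precipitated RNA was sequenced (meRIP–seq). The 12 libraries were the immunoprecipitated fractions of mouse embryonic stem cells (mESC) and of K-562 cells, a human chronic myeloid leukaemia line, each as wild type (WT) and as a knockout (KO) of the gene for TET2, an enzyme that oxidises methylated cytosine, with 3 replicates per group. The labels of the K-562 KO libraries give a slightly different cell-line name in 1 field, which was read as a typing error because their titles name K-562.

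The authors trimmed reads with Trimmomatic, aligned them with HISAT2 to mm10 or hg38 and to the transcriptome and spike-in sequences, removed duplicates with Picard and counted reads per annotated repeat element with featureCounts. The deposited tables hold the estimated counts that the authors obtained in this way for each repeat element and library. The values are fractional: 22.3% of the non-zero values in mESC and 26.5% in K-562 were whole numbers, 36.9% and 47.9% were below 1, and the smallest was 0.03. The options that made them fractional are not stated. The study computed m5C levels as precipitated over input RNA with a spike-in factor. The tables hold no input or spike-in columns, so each difference between KO and WT given here mixes RNA abundance with m5C enrichment and is relative to the other repeats.

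The mESC table held 3158171 elements, of which 318953 had counts, and the K-562 table held 3919868, of which 315791 had counts. The 4 classes DNA, LINE, LTR and SINE were used. Elements of uncertain class held at most 0.0180% of the counts of an mESC library and 0.0926% of a K-562 library. Coordinates are 1-based and inclusive. They were compared with the reference genomes for mm10 and hg38: no element passed the end of its chromosome, and 121 mESC elements lay on contigs that the reference did not match. Gene annotation was GENCODE release M21 for mouse and 44 for human, which are not the releases the authors named.

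Counts were summed per subfamily, giving 1205 subfamilies in mESC and 1169 in K-562, and rounded to whole numbers for the models. KO was compared with WT in each cell line with the edgeR 4.0.16 quasi-likelihood test after filterByExpr, with TMM normalization. Fitted log2 changes kept the default prior count of edgeR. A prior count of 2 was used for log-scaled counts. Single loci were tested in the same way. P-values were two-sided and adjusted by the Benjamini–Hochberg method, and a call is an adjusted p under 0.05. Standard errors (SE) were the absolute log2 change divided by the square root of the F statistic. Families with at least 5 tested subfamilies were tested as sets with camera from limma 3.58.1 at a correlation of 0.01. Shares of classes and families in the counts of a library were compared by an exact permutation test over the 20 assignments of 6 libraries, two-sided, whose smallest possible p is 0.1. The difference of the 2 log2 ratios between cell lines was tested by permuting genotypes within each line over 400 assignments, two-sided, with a smallest possible p of 0.005. Its null is that neither line has an effect. Up to 5 called subfamilies that rose and 5 that fell, and up to 3 called loci in each direction, are named by the size of their change. Naming required a mean of at least 50 counts and no overlap between the 3 KO and the 3 WT libraries. A list of subfamilies was named as well. The study's text gives IAPEz-int, RLTR10, L1MdA_I and L1MdA_II in mESC and HERVH-int in K-562, and L1MdA_III, the L1MdTf and L1MdGf subfamilies and L1HS were added to them. MERVL, which the study also targeted, was not on the list. The comparisons, the naming rule, the lists and the alternatives not said to be chosen later were fixed before the data were examined.

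Alternatives were the size factors of DESeq2 1.42.0 in the same edgeR fit, library totals alone, the DESeq2 Wald test, looser filters, every class, removal of the 10 elements with the highest mean count in a cell line, a replicate block, other set tests, and leaving out each library in turn. Removal of 3 FordPrefect elements was added after seeing the data. All other splits of the 6 libraries of a line into 3 and 3 were fitted too. GC trends were removed from the log2 changes with a loess curve of span 0.7 fitted on all subfamilies and, chosen after the results were seen, on the subfamilies outside L1. A list of genes of the 2-cell state was written before its test. Software was R 4.3.3, Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, pysam 0.24.0 and matplotlib 3.10.9.

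The models were tested on simulated data with the means and dispersions of the real tables and 200 items changed by a log2 of 2. For subfamilies edgeR recovered 40% of these among 531 tested in mESC and 9.5% among 548 tested in K-562, with 1 false call in each, and for loci it recovered 0% among 17973 and among 2538. With no item changed edgeR made 0 false calls in each of the 4 tables, whereas DESeq2 made 3 and 49 for mESC subfamilies and loci and 7 and 25 for K-562 subfamilies and loci. A simulation with dispersion 0.05, added because of the low recovery, recovered 98.5% and 89.5% for mESC subfamilies and loci and 97.5% and 92% for K-562. The spread between replicates therefore limits the number of calls, and an item without a call is not shown to be unchanged. Duplicates were removed without molecular identifiers, so limits based on a floor of 3 counts cover counting error only.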

Results

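The data were estimated counts over repeat elements in m5C-immunoprecipitated caRNA, for WT and Tet2-KO mESC and for WT and TET2-KO K-562 cells, with 3 libraries per group. The comparisons of KO with WT ask which chromatin-associated repeat RNAs change in the m5C-bound fraction when TET2 is lost. The comparison of both cell lines asks whether the changes are shared. Total counts over the 4 classes ranged from 2199886 to 3318565 in mESC WT and from 1532029 to 1999210 in mESC KO libraries. In K-562 they ranged from 498145 to 649905 in WT and from 715023 to 827341 in KO. The log2 ratio of the mean totals, KO over WT, was −0.73 in mESC and 0.47 in K-562, so depth differed with genotype and in opposite directions. Between 104482 and 135140 elements of any class had counts in each mESC library, and between 75827 and 102584 in each K-562 library.

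Replicates resembled each other only somewhat more than libraries of the other genotype did. Across subfamilies, which are not independent replicates, the correlation of log-scaled counts was 0.886 to 0.912 within mESC groups and 0.860 to 0.897 between them. In K-562 it was 0.767 to 0.791 within groups and 0.728 to 0.771 between them. The biological coefficient of variation estimated by edgeR was 0.663 for mESC subfamilies, 0.880 for K-562 subfamilies, 0.656 for mESC loci and 1.21 for K-562 loci. Many loci were counted almost only in 1 library. Of the loci with at least 50 counts, 14.3% of 28869 in mESC and 48.7% of 12280 in K-562 had at least 90% of their counts in 1 library. The 10 highest elements took 5.25% to 6.44% of the counts of mESC WT libraries and 6.44% to 8.52% of KO libraries. In K-562 they took 9.51% to 11.7% in WT and 24.4% to 24.9% in KO. No batch is given in the labels. The totals followed genotype, and the counts of 1 MTE2b element followed the replicate number, at 37445.90 and 44824.26 in replicate 1 of mESC WT and KO and at most 14510.84 in the other libraries.

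The targeted gene could not be checked at this depth, because the tables hold repeats only. The 27 repeat elements with counts inside mouse Tet2 (mm10, chromosome 3, 133463679–133545139) held 5.1, 12.73 and 19.48 counts in the WT libraries and 3.6, 17.68 and 43.25 in the KO libraries. The 5 elements inside human TET2 (hg38, chromosome 4, 105145875–105279816) held 3.67, 3.2 and 0 counts in WT and 3.4, 0.08 and 2 in KO.

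In mESC the LINE share of the counts was lower in all 3 Tet2-KO libraries than in any WT library. It went from 64.9% ± 1.32 in WT to 59.0% ± 0.775 in KO (mean ± SD, n = 3 per group here and for all shares), a log2 ratio of −0.14 (exact permutation p = 0.1, the smallest possible). The LTR share was higher in all 3 KO libraries, at 32.6% ± 1.09 in WT and 37.5% ± 0.849 in KO, a log2 ratio of 0.20 (exact p = 0.1). The SINE share was 2.44% ± 0.276 in WT and 3.33% ± 0.0668 in KO, and the DNA share was 0.122% ± 0.0110 and 0.210% ± 0.0716, with log2 ratios of 0.44 and 0.78 (exact p = 0.1 for each). Adjusted over the 4 classes the p-values stayed 0.1. Leaving out each library in turn gave 0.17 to 0.22 for LTR, −0.15 to −0.12 for LINE and 0.37 to 0.53 for SINE. For DNA it gave 0.48 to 0.96, a wide range, and the DNA share was 0.291% in KO replicate 2 against 0.155% and 0.186% in KO replicates 1 and 3.

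In K-562 the LINE share was also lower in all 3 KO libraries, at 50.9% ± 1.85 in WT and 39.2% ± 0.754 in KO, a log2 ratio of −0.38 (exact p = 0.1, adjusted 0.2). The DNA share rose from 15.1% ± 1.77 to 28.3% ± 0.443, a log2 ratio of 0.91 (exact p = 0.1, adjusted 0.2). The LTR share was 12.03% ± 0.471 in WT and 12.7% ± 1.09 in KO, a log2 ratio of 0.08 that did not exceed the spread between replicates (exact p = 0.5). The SINE share was 22.0% ± 1.90 in WT and 19.8% ± 1.25 in KO, a log2 ratio of −0.16 (exact p = 0.2). Without the 3 FordPrefect elements described further on, a removal chosen after seeing the data, the log2 ratios were −0.13 for LINE, 0.33 for LTR, −0.073 for DNA and 0.094 for SINE, so the DNA and SINE directions reversed. Without the 10 highest elements the LTR ratio was 0.36 and the groups did not overlap, at 12.3% to 13.6% in WT and 15.2% to 18.1% in KO. The overlap of the LTR groups therefore depends on whether these elements are counted. Leaving out each library in turn gave −0.41 to −0.36 for LINE and 0.016 to 0.14 for LTR.

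**Figure D1:**
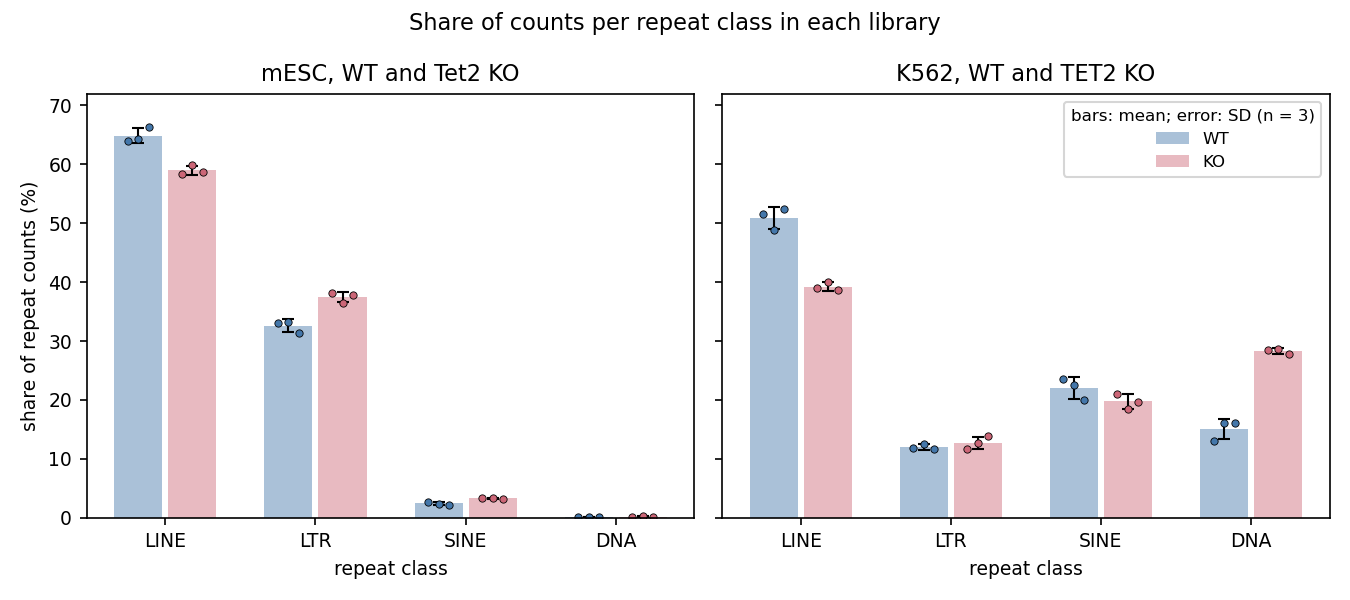
Share of the repeat counts (percent) in each class for the WT and KO libraries of mESC and K-562. Bars are means, error bars are SD (n = 3) and points are libraries. In both lines the LINE share of every KO library lies below that of every WT library. In K-562 the DNA share of every KO library lies above, a rise carried by 3 FordPrefect elements.

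Among 10 mESC families tested, ERV1 rose from 17.8% ± 0.514 to 22.6% ± 0.182, a log2 ratio of 0.34, and ERVK rose from 10.5% ± 0.233 to 11.7% ± 0.754, a ratio of 0.16. ERVL fell from 2.20% ± 0.199 to 0.916% ± 0.154, a ratio of −1.27. L1 had a log2 ratio of −0.14, L2 0.67, Alu 0.65 and B4 0.52. The exact p was 0.1 for each of these 7 families, or 0.143 adjusted over the 10 families. The other 3 families had overlapping groups: B2 (0.19, exact p = 0.2), MIR (0.18, exact p = 0.3) and ERVL-MaLR (0.15, exact p = 0.6). The ERVL-MaLR ratio changed sign without the 10 highest elements (−0.26), without WT replicate 3 (−0.044) and without KO replicate 1 (−0.33), and the MIR ratio changed sign with elements of at least 10 counts only (−0.55).

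Among 8 K-562 families, L1 fell from 43.6% ± 2.27 to 32.1% ± 0.563, a log2 ratio of −0.44, and ERVK fell from 0.880% ± 0.136 to 0.366% ± 0.103, a ratio of −1.27. MIR had a ratio of −0.23. The exact p was 0.1 for each, or 0.267 adjusted over the 8 families. The groups overlapped for Alu (−0.15, exact p = 0.2), L2 (−0.084, exact p = 0.3), ERVL-MaLR (0.19, exact p = 0.4), ERVL (0.14, exact p = 0.6) and ERV1 (0.092, exact p = 0.7). Without the 10 highest elements the L1 ratio was −0.20 and the ERVK ratio −0.79, and without the 3 FordPrefect elements they were −0.19 and −1.02. Without the 10 highest elements the ratios of L2 (0.16), Alu (0.093) and MIR (0.015) changed sign. They also did so without the 3 FordPrefect elements, at 0.17, 0.098 and 0.020. The ERVL ratio was −0.066 without WT replicate 2, and the ERV1 ratio was −0.0052 without WT replicate 3 and −0.020 without KO replicate 3. In the other direction, the ERV1 ratio was 0.34 without the 10 highest elements and 0.34 without the 3 FordPrefect elements. Without the 10 highest elements the ERV1 groups did not overlap, at 4.04% to 4.96% in WT and 5.12% to 6.74% in KO.

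In mESC 11 of 547 tested subfamilies were called, 2 higher and 9 lower in Tet2 KO, and 87 had an unadjusted p under 0.05. The groups did not overlap for 118 subfamilies (21.6%, 61 of them higher in KO), where chance gives 10%. The DESeq2 Wald test moved the count most, to 56, with 23 higher and 33 lower, and called 5 to 20 in the 9 other splits of the libraries into 3 and 3. With DESeq2 size factors in edgeR the calls were 2 higher and 5 lower, and with library totals 2 higher and 3 lower. The median log2 change over all tested subfamilies was 0.12 with TMM, 0.070 with size factors and 0.30 with totals, and the change of each subfamily is to be read against it. The count fell to 5 without WT replicate 1 or KO replicate 2, to 6 without KO replicate 1, to 7 without WT replicate 2 or KO replicate 3, and to 8 without WT replicate 3.

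MMERGLN_LTR, an ERV1 element, rose from 3766 ± 471 to 12254 ± 1080 CPM (TMM-normalised read counts scaled to a common library size, mean ± SD, n = 3), a log2 change of 1.70 ± 0.138 (SE, edgeR adjusted p = 0.00168). L1MdA_I, a LINE-1 subfamily, rose from 45751 ± 1771 to 89605 ± 8884 CPM, a log2 change of 0.97 ± 0.0838 (adjusted p = 0.00168). MERVL-int, the internal part of an ERVL provirus, fell from 19250 ± 1789 to 5818 ± 2187 CPM, a log2 change of −1.73 ± 0.277 (adjusted p = 0.0293). The LTR subfamily MTA_Mm fell from 6154 ± 681 to 2527 ± 552 CPM, a log2 change of −1.28 ± 0.193 (adjusted p = 0.0229). L1MdTf_II, L1MdGf_I and L1MdTf_I fell by 0.73, 0.67 and 0.66 on the log2 scale, with SE of 0.0722, 0.0733 and 0.0771 (adjusted p = 0.00287, 0.00403 and 0.00511). The KO and WT libraries do not overlap for these 7 subfamilies, which the naming rule required. L1MdTf_III (−0.55), L1MdA_III (−0.47), L1MdF_I (−0.61) and MER31B (−3.16) were called with adjusted p-values of 0.0366, 0.0403, 0.0403 and 0.0477; L1MdF_I and MER31B were not chosen by the naming rule and are given after their values were seen. These 4 were not called in any of the 6 fits that left out 1 library. MERVL-int was not called without WT replicate 1 (0.102), WT replicate 2 (0.0964), WT replicate 3 (0.0689) or KO replicate 2 (0.135), or with library totals (0.0534), and its adjusted p ranged from 3.63e-11 to 0.135 over the alternatives. MTA_Mm was not called without WT replicate 1, WT replicate 2, KO replicate 1 or KO replicate 2, nor with library totals (0.0698), and its adjusted p ranged from 4.91e-11 to 0.135.

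**Figure D2:**
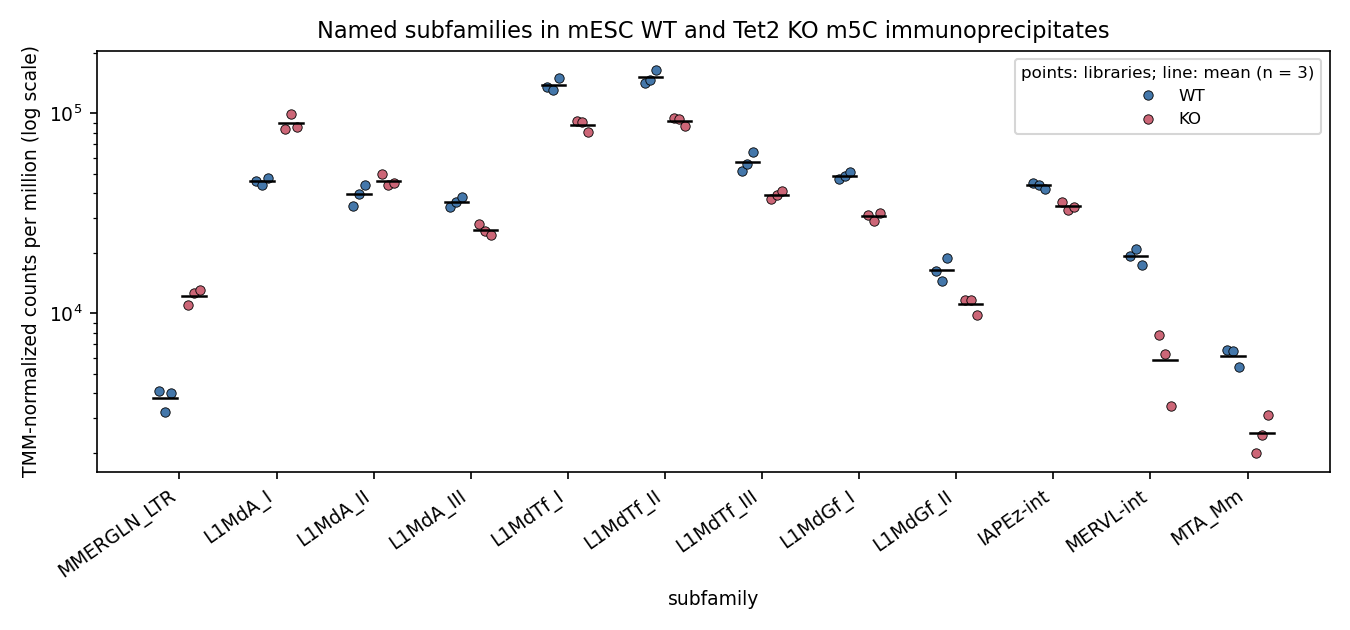
TMM-normalised CPM (log axis) of named and listed subfamilies in mESC, WT beside KO. Points are libraries and lines are means (n = 3); MMERGLN_LTR and L1MdA_I lie higher in KO, and L1MdTf, L1MdGf, MERVL-int and MTA_Mm lie lower.

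Of the listed mESC subfamilies, 19 were in the table and 18 were tested. Over all subfamilies tested 6 of them were called, and 8 were called when adjusted over the list alone; the list is not independent evidence for the subfamilies that the study's text names, because the study chose those on these samples. Of the 6, L1MdA_I alone is named there, and L1MdA_III and the L1MdTf and L1MdGf subfamilies were added. The 2 that the shorter list added were IAPEz-int, which fell from 43609 ± 1373 to 34398 ± 1547 CPM (log2 change −0.34 ± 0.0693 SE, edgeR adjusted p = 0.0634, or 0.00387 over the list), and L1MdGf_II (−0.58, adjusted p = 0.0940, or 0.00618 over the list). L1MdA_II changed by 0.23 without overlap between the groups (adjusted p = 0.319). The 9 tested RLTR10 subfamilies had 0 calls and 0 unadjusted p under 0.05. Their log2 changes ranged from −0.38 to 2.31 with a median of 0.12, close to that of all subfamilies, and 7 were above 0. For 8 of the 9 the SE exceeded the change, and 7 had the other sign under at least 1 of 13 alternatives. The number of listed subfamilies called was 4 in each of the 6 fits that left out 1 library.

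Among 19030 mESC loci 9 were called, all higher in KO, and 4000 had an unadjusted p under 0.05. The DESeq2 Wald test called 2158, 1507 higher and 651 lower, and 87 to 134 in the 9 other splits. No locus was called in any of the 6 fits that left out 1 library, where 3735 to 4059 had an unadjusted p under 0.05. The median log2 change of the tested loci was 0.035 with TMM and −0.22 with library totals. An IAPEy-int element (mm10, chromosome 10, 54887128–54890892), 166301 bp from the nearest annotated gene Gm31849, held 1.67, 4.33 and 5.4 counts in WT and 124.92, 269.29 and 228.93 in KO (log2 change 6.82 ± 0.557 SE, edgeR adjusted p = 0.0257). An L1MdF_III element on chromosome 14 (42280716–42283187), 254 bp from the gene Gm25892, rose by 5.31 ± 0.479 (adjusted p = 0.0410). An MMERGLN_LTR element on chromosome 8 (121832845–121841264), in an intron of Gm20388 and overlapping an exon of Gm42047, rose by 4.59 ± 0.353 (adjusted p = 0.0257). The 9 called loci included 4 MMERGLN_LTR and 2 L1MdA_I elements.

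Of 12 mESC family sets 2 were called by camera. The 126 L1 subfamilies moved down relative to the others, with a median log2 change of −0.18 and 47 above 0 (adjusted p = 0.00594). The 22 hAT-Charlie subfamilies, a DNA transposon family, moved up with a median of 0.80 and 18 above 0 (adjusted p = 0.0356). Neither call held with the correlation estimated per set (adjusted p = 0.233 for each), under the directional fry test (0.0806 for each) or with library totals (0.0730 for each), while the directions stayed the same in these 3 fits. The fry test of changes in either direction gave adjusted p-values of 7.3e-07 for L1 and 0.0063 for hAT-Charlie. It also gave 2.9e-06 for ERV1, 0.00039 for ERVL and 0.031 for B2. That test does not show a shift of a set up or down. After removal of a GC trend fitted on all subfamilies the adjusted p was 0.777 for L1 and 0.00908 for hAT-Charlie. Leaving out WT replicate 1 left L1 alone (hAT-Charlie 0.179), leaving out WT replicate 3 left hAT-Charlie alone (L1 0.0990), and leaving out KO replicate 2 left 0 (L1 0.0513, hAT-Charlie 0.131).

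In K-562 6 of 573 subfamilies were called, 2 higher and 4 lower in TET2 KO, and 79 had an unadjusted p under 0.05. The groups did not overlap for 97 subfamilies (16.9%, 59 higher in KO), where chance gives 10%. The DESeq2 Wald test moved the count most, to 61, with 31 higher and 30 lower, and called 14 to 34 in the 9 other splits of the libraries. With library totals the calls were 2 higher and 2 lower. The median log2 change was 0.028 with TMM, −0.057 with size factors and 0.13 with totals. Without WT replicate 2, KO replicate 1 or KO replicate 2 there were 0 calls, with 88, 74 and 80 subfamilies at an unadjusted p under 0.05. Without WT replicate 3 or KO replicate 3 there were 3 calls, and without WT replicate 1 there were 4.

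FordPrefect, annotated as a DNA transposon of the hAT-Tip100 family, rose from 94063 ± 21629 to 227264 ± 8781 CPM in K-562, a log2 change of 1.27 ± 0.146 (SE, edgeR adjusted p = 0.00632). Nearly all FordPrefect counts lay at 3 elements of identical sequence, described below, which include copies in ribosomal DNA units. The call is therefore not evidence for a rise of a transposon subfamily. Without these 3 elements the FordPrefect change was −1.06. The other 22 elements held only 11.13, 8.6 and 6.97 counts in WT and 14.07, 2.72 and 3.2 in KO, too few to show a direction. The LINE-1 subfamily L1PA3 fell from 68782 ± 4384 to 32261 ± 5749 CPM, a log2 change of −1.09 ± 0.143 (adjusted p = 0.00891). L1PA2 fell from 67875 ± 15877 to 30053 ± 4052 CPM, a log2 change of −1.18 ± 0.178 (adjusted p = 0.0185). AluY fell from 29111 ± 1305 to 15322 ± 2253 CPM, a log2 change of −0.93 ± 0.170 (adjusted p = 0.0400), and L1PA4 had a log2 change of −0.86 ± 0.159 (adjusted p = 0.0400). EutTc1-N1, a DNA transposon, had 0 counts in all WT libraries and 628, 554 and 492 CPM in the KO libraries, so it was higher by at least 6.66 on the log2 scale (adjusted p = 0.0400). The KO and WT libraries do not overlap for these 6 subfamilies, which the naming rule required. FordPrefect, L1PA3 and L1PA2 were not called without WT replicate 2, KO replicate 1 or KO replicate 2, and AluY, L1PA4 and EutTc1-N1 were not called in any of the 6 fits that left out 1 library.

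**Figure D3:**
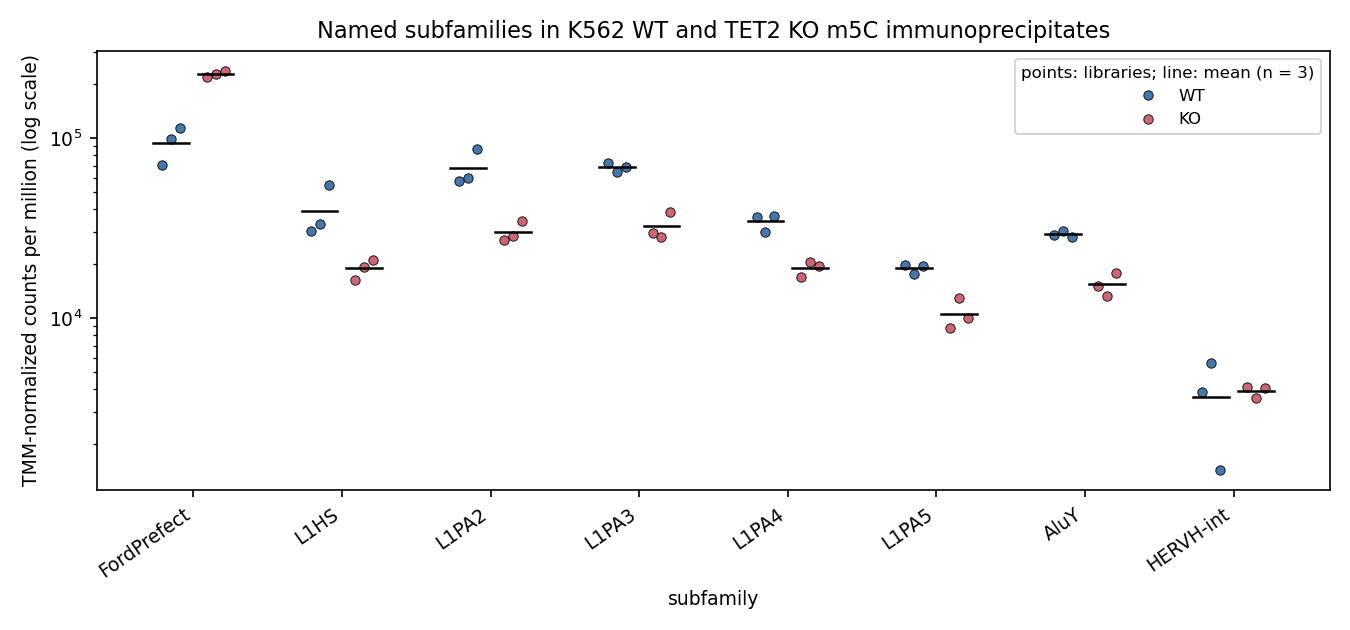
TMM-normalised CPM (log axis) of named and listed subfamilies in K-562, WT beside KO, without EutTc1-N1, whose WT values are 0. Points are libraries and lines are means (n = 3); FordPrefect lies higher in KO, the L1 subfamilies and AluY lie lower, and HERVH-int overlaps.

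Of the 2 listed K-562 subfamilies, 0 were called over all subfamilies tested, 1 had an unadjusted p under 0.05, and 1 was called when adjusted over the list alone. L1HS, the youngest human LINE-1 subfamily, went from 39358 ± 13154 to 18798 ± 2404 CPM (mean ± SD, n = 3), a log2 change of −1.07 ± 0.233 (SE, edgeR adjusted p = 0.0850, or 0.00267 over the list). HERVH-int changed by 0.12 ± 0.511 (adjusted p = 0.931), and by −0.27 without WT replicate 3.

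Among 3127 K-562 loci 3 were called, all higher in KO, and 234 had an unadjusted p under 0.05. The DESeq2 Wald test called 174, and 51 to 103 in the 9 other splits. The 3 calls remained in each of the 6 fits that left out 1 library. The median log2 change of the tested loci was 0.13 with TMM and −0.84 with library totals. All 3 were FordPrefect elements (hg38): chromosome 21, 8205786–8206586, chromosome 21, 8388833–8389633, and the unlocalised chromosome 22 contig KI270733v1, 122071–122871. Their log2 changes were 2.15 ± 0.105, 2.261 ± 0.114 and 2.14 ± 0.102 (SE, edgeR adjusted p = 0.000127 for each), and 1.17, 1.28 and 1.16 with library totals. The 2 elements on chromosome 21 ended 5986 and 5974 bp upstream of RNA5-8SN2 and RNA5-8SN3, which are 5.8S ribosomal RNA genes. Each lay in an intron of an unnamed long non-coding RNA gene and overlapped an exon of an unnamed miscellaneous RNA gene, and the contig has no annotation. The 3 elements are 801 bp long with 0 differing bases and a GC content of 75.5%, so counts cannot be assigned to 1 of them, and their sequence begins with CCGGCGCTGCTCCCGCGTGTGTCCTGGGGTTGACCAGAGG.

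Summed, the 3 FordPrefect elements held 46875, 47482 and 55096 counts in WT and 189167, 169013 and 193614 in KO. Their share of a library rose from 8.86% ± 1.43 to 23.4% ± 0.315, a log2 ratio of 1.40 (exact p = 0.1). Their mean count rose 3.69-fold, against 1.38-fold for the library totals. The 3 MER45C elements upstream of RNA5-8SN1, RNA5-8SN2 and RNA5-8SN3, of which 2 lie in units with a FordPrefect element, were chosen after their values were seen and held 0.678% ± 0.149 in WT and 0.556% ± 0.0791 in KO, a log2 ratio of −0.28 (exact p = 0.3). An AluSp element 8545 bp upstream of RNA5-8SN2, also chosen after its values were seen, held 28.77, 11.6 and 63.76 counts in WT and 93.63, 217.7 and 364.38 in KO. Contigs outside the assembled chromosomes held 18.4% to 21.4% of the K-562 counts, compared with 0.0046% to 0.0235% in mESC.

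**Figure D4:**
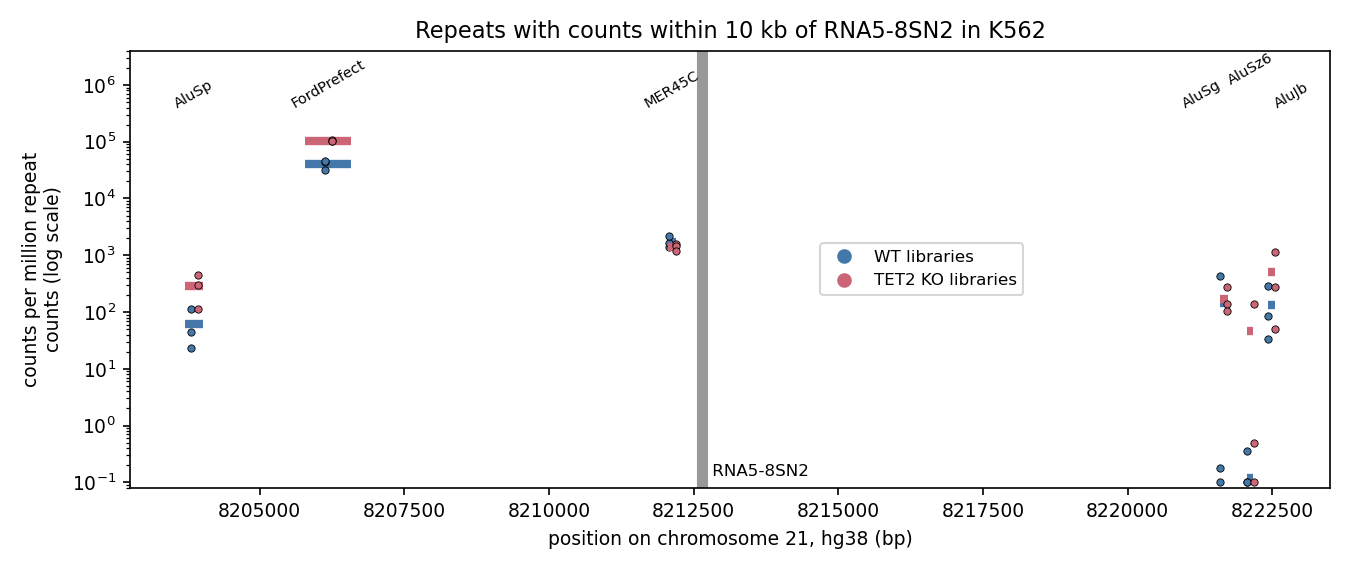
Normalised counts (CPM, log axis, with zero counts drawn at 0.1) of the repeats around RNA5-8SN2 (grey bar), by position on chromosome 21 of hg38 in bp. Horizontal bars span each element at the group mean and points are the 3 WT and 3 KO libraries of K-562; the FordPrefect points of KO lie above those of WT, and the MER45C points overlap.

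Of 14 K-562 family sets 0 were called by camera, and 2 had an unadjusted p under 0.05. Without KO replicate 3 camera made 2 calls. The fry test of changes in either direction gave adjusted p-values of 0.0037 for TcMar-Tigger, 0.0062 for hAT-Tip100 and 0.023 for Gypsy and Gypsy?. It gave 0.027 for ERVL-MaLR and 0.029 for ERVK. That test does not show a shift of a set up or down.

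The difference between the cell lines, as the mESC log2 ratio of a share minus the K-562 one, was 0.12 for LTR (permutation p = 0.36) and 0.24 for LINE (permutation p = 0.15). Neither was shown to differ, but both lines moved in the same direction, where this test gives a small p less easily. Without the 10 highest elements the LTR difference was −0.16 (permutation p = 0.43) and the LINE difference 0.016, and without the 3 FordPrefect elements they were −0.13 (permutation p = 0.52) and −0.011 (permutation p = 0.915). Leaving out each library in turn gave 0.062 to 0.19 for LTR and 0.22 to 0.27 for LINE. The DNA difference was −0.13 (permutation p = 0.825), or 0.86 without the 3 FordPrefect elements (permutation p = 0.03). Over 12 classes and families present in both lines by name, 6 had a permutation p under 0.05. The subfamilies under a shared name differ in part between mouse and human, as for Alu and ERVK. The ERVL-MaLR difference was not among these 6, at −0.047 (permutation p = 0.915). It was −0.70 without the 10 highest elements (permutation p = 0.02) and −0.29 without the 3 FordPrefect elements (permutation p = 0.585).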

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

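The tests that removed the 3 FordPrefect elements and the test of library size were chosen only after the differences between the cell lines had been seen. Of 12 classes and families compared between the lines, 6 had a permutation p under 0.05 for the difference. The null of that test is no effect in either line. All 6 had log2 ratios of opposite sign in the lines, and no item with ratios of the same sign was under 0.05. All values are the mESC log2 ratio of KO to WT minus the K-562 one. Items are matched by name, and their subfamilies differ in part between mouse and human. A difference between the lines can therefore also be one between unlike elements.

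The shares of SINE, Alu, L2 and MIR rose in mESC Tet2 KO relative to their course in K-562 TET2 KO. The differences were 0.60 for SINE (permutation p = 0.01), 0.81 for Alu (p = 0.01 by the same permutation test), 0.76 for L2 (permutation p = 0.015) and 0.41 for MIR (permutation p = 0.015), each with an adjusted p of 0.036. A few elements taking much of the counts is a candidate explanation: without the 3 FordPrefect elements, 0 of the 4 differences had a permutation p under 0.05. They were then 0.35 for SINE (permutation p = 0.125), 0.56 for Alu (permutation p = 0.1), 0.51 for L2 (permutation p = 0.115) and 0.16 for MIR (permutation p = 0.295). All 4 differences kept their sign, so part of each may remain. The 4 K-562 ratios were then above 0, as in mESC. The test gives a small p less easily for ratios of the same sign, so these p-values do not decide. Library size, which moved in opposite directions in the lines, was not decided. The SINE share fell with the total over the 3 libraries in 2 of the 4 groups, and library size is confounded with genotype. A response to TET2 loss that differs between the lines stays open and was not tested apart from these.

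The ERVK share rose in mESC and fell in K-562, a difference of 1.42 (permutation p = 0.005, the smallest possible, adjusted 0.036). The 3 FordPrefect elements are not the whole cause, since without them the difference was 1.17 with a permutation p of 0.005. Without the 10 highest elements of each line it was 0.97 (permutation p = 0.12). Among those elements was a MER11B element of K-562 on chromosome 3 (15738159–15739435), chosen after its values were seen. It lay in an intron of ANKRD28 and overlapped an exon of RN7SL4P, a miscellaneous RNA gene. It held 4379, 2089 and 1776 counts in WT and 1268, 1301 and 1305 in KO. Without it the K-562 ERVK share went from 0.412% ± 0.167 to 0.201% ± 0.0978 (mean ± SD, n = 3), a log2 ratio of −1.03 (exact p = 0.2), and the difference was 1.19 with a permutation p of 0.05. That p lies at the threshold and does not decide how much of the difference rests on this element. A cell-line difference in the response to TET2 loss stays open, untested.

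The ERVL share fell in mESC and not in K-562, a difference of −1.40 (permutation p = 0.03, adjusted 0.06, so past the threshold only before adjustment). Removing the 3 FordPrefect elements gave −1.65 (permutation p = 0.01). The difference is consistent with 1 subfamily carrying it: without MERVL-int the mESC share went from 0.4004% ± 0.0307 to 0.303% ± 0.1001, a log2 ratio of −0.40 (exact p = 0.3), and the difference was −0.54 with a permutation p of 0.175. MERVL-int belongs to the mouse genome, so the same subfamily could not be compared in K-562. The 53 ERVL subfamilies tested in K-562 were not compared with it singly. A response of the rest of the mESC ERVL share was not shown.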

How the results depend on the processing

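Here the cause of a change was not tested unless stated. In mESC the 11 subfamily calls became 7 with DESeq2 size factors, 5 with library totals, 7 without the 10 highest elements and 56 with the DESeq2 Wald test, and were 12 without a filter and 11 with every class. Leaving out each library in turn gave 5 to 8, with fewer libraries to estimate the spread. The mESC family sets went from 2 calls to 0 with an estimated correlation, 0 under the directional fry test and 0 with library totals, and leaving out each library in turn gave 0 to 2. The 9 mESC locus calls became 2158 with the DESeq2 Wald test and 1 with loci of at least 10 counts, where more loci share the adjustment. They were 0 to 0 across the 6 fits that left out 1 library, where 3735 to 4059 loci had an unadjusted p under 0.05.

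In K-562 the 6 subfamily calls became 61 with the DESeq2 Wald test and 0 to 4 across the fits that left out 1 library: 0 without WT replicate 2, KO replicate 1 or KO replicate 2. The listed subfamilies went from 0 to 1 call with DESeq2, the family sets from 0 to between 0 and 2 when 1 library was left out, and the 3 locus calls to 174 with DESeq2. Not all of these DESeq2 calls can be ascribed to genotype, since in the 9 other splits of the libraries DESeq2 called 14 to 34 K-562 subfamilies and 51 to 103 K-562 loci, and 5 to 20 mESC subfamilies and 87 to 134 mESC loci. Between the lines, the LTR difference reversed to −0.16 without the 10 highest elements and to −0.13 without the 3 FordPrefect elements, and the LINE difference reversed to −0.011 without the latter. These elements hold more of the KO counts in K-562, so removing them raises the other K-562 shares in KO.

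The subfamilies and shares followed singly reversed as follows. Of the RLTR10 subfamilies only RLTR10 and RLTR10-int were followed singly, and over all 9 of them 7 had the other sign under at least 1 of 13 alternatives. FordPrefect reversed to −1.02 without the 10 highest elements and −1.06 without its 3 high elements, which carried its rise. These values rest on the few counts of its other elements. Leaving out each library in turn gave −0.041 to 0.27 for RLTR10 (reversed without KO replicate 3), −0.61 to 0.10 for RLTR10-int (reversed without WT replicate 1) and −0.27 to 0.65 for HERVH-int (reversed without WT replicate 3). The mESC ERVL-MaLR share reversed to −0.26 without the 10 highest elements, and leaving out each library gave −0.33 to 0.52. The mESC MIR share reversed to −0.55 with elements of at least 10 counts. In K-562, without the 10 highest elements, the DNA share reversed to −0.079, SINE to 0.089, L2 to 0.16, Alu to 0.093 and MIR to 0.015. Without the 3 FordPrefect elements DNA reversed to −0.073, SINE to 0.094, L2 to 0.17, Alu to 0.098 and MIR to 0.020. Leaving out each library gave −0.066 to 0.35 for the K-562 ERVL share and −0.020 to 0.18 for ERV1. The LTR and LINE shares of both lines kept their direction under the alternatives run for them.

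Among the other values, the 17 named mESC subfamilies gave 68 results on the same side of the threshold, 32 weaker and 2 reversed in 102 fits that left out 1 library, and 89 the same, 26 weaker and 4 stronger in 119 other fits. The 9 K-562 subfamilies gave 26 the same, 27 weaker and 1 reversed in 54 such fits, and 61 the same, 6 weaker, 3 stronger and 2 reversed in 72 others. The 3 K-562 loci kept their call in all 18 fits that left out 1 library and in 14 of 15 others.

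Across subfamilies the replicate numbers gave no sign of pairing the samples. The counts of 1 MTE2b element of mESC did follow them, so pairing is not excluded. Deviations of log-scaled counts from their group mean, across subfamilies, correlated between WT and KO libraries of the same number by −0.0928, −0.0350 and −0.0447 in mESC and −0.0524, 0.0422 and −0.0920 in K-562. Fitted all the same with a replicate block, the mESC calls were 0 for subfamilies (68 with an unadjusted p under 0.05), 0 for loci (3128 unadjusted) and 0 for the listed subfamilies, with fewer degrees of freedom left, and in K-562 there were 7 subfamily calls, 3 locus calls and 1 call among the listed subfamilies.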

Other observations

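For FordPrefect the tests of the ribosomal RNA precursor, of library size and of identical copies were chosen only after the result was seen, as were those of reads shared with L1MdA_II and L1MdA_III, of the GC trend outside L1, of library size for L1MdTf and L1MdGf, of a graded loss over L1PA and of separate EutTc1-N1 loci.

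The other splits of the 6 libraries of a line into 3 and 3 were fitted with the same models. In mESC 1 of the 10 splits, the genotype split itself, gave as many calls for subfamilies, and the same held for loci, for family sets and for listed subfamilies. In K-562 it was 1 of the 10 splits for subfamilies and 1 for loci. For K-562 family sets and listed subfamilies, with 0 calls, all 10 splits gave as many. With 10 splits the share cannot go under 0.1, so these counts cannot decide. The other 9 splits gave 0 to 2 mESC subfamily calls and 0 mESC locus calls with edgeR.

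The 3 FordPrefect elements of K-562 rose in TET2 KO by a log2 ratio of 1.40 as a share of the counts. Reads shared between identical copies are not the cause, because that ratio is the sum over the copies. Library size is not the whole cause, because the lowest KO library held 3.07 times the counts of the highest WT library while the mean totals differed 1.38-fold. A rise of the ribosomal RNA precursor as a whole is argued against by the MER45C elements upstream of the 5.8S genes, whose share had a log2 ratio of −0.28 and whose counts rose 1.13-fold, less than the totals. GC content is argued against by the 62 other tested loci with at least 60% GC, whose median log2 change was 0.37 against 2.15, 2.261 and 2.14 for the 3 elements. Of these 62 loci 16 changed by at least 2, and only 5 lay within 5 points of the 75.5% GC of FordPrefect, with a median of 0.55. A change in RNA from this part of the ribosomal DNA unit after TET2 loss may remain as a hypothesis. Whether it would be of abundance, of fragmentation or of m5C could not be tested, because no input RNA was used here.

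L1MdA_I and MMERGLN_LTR rose in mESC Tet2 KO. Without its 2 called loci, which held 1.19% of its counts, L1MdA_I changed by 0.95, and 93.2% of its 1597 loci rose. Without its 4 called loci, which held 21.6%, MMERGLN_LTR changed by 1.46, and 98.0% of 49 loci rose. If reads of similar copies were split among them, a rise at a few loci would spread over many, so these values do not exclude a few source loci. The 4 called MMERGLN_LTR loci were 8414 to 8420 bp long. MMERGLN-int, chosen after its values were seen, had a log2 difference of −0.28 (limma test of log-scaled counts, adjusted p = 0.879). The rise is therefore shown for elements annotated as MMERGLN_LTR and not for those annotated as MMERGLN-int. Reads shared with related subfamilies stay open. L1MdA_III changed by −0.47 and L1MdA_II by 0.23, with no overlap between the groups but an adjusted p of 0.319 for L1MdA_II. Shared reads could carry a rise into a relative or be reassigned away from it, and which applies cannot be told apart because the counting options are not stated. A response to TET2 loss stays open as a hypothesis, in abundance or in m5C.

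The L1 set moved down in mESC Tet2 KO. After removal of the GC trend of the log2 changes its adjusted p was 0.777, but L1 made up 112 of the 222 subfamilies between 39.2% and 43.3% GC, so the trend there was fitted largely on L1 itself. With the trend fitted on the subfamilies outside L1 the adjusted p was 0.752, as a GC effect would give. Against one, the other subfamilies of that GC range had a median log2 change of 0.17 and those of L1 −0.18. GC content and a fall of L1 cannot be told apart from these values. For the L1MdTf and L1MdGf subfamilies GC content is not the whole cause. After the same correction the median log2 difference of the 5 subfamilies was −0.70, with a range of −0.74 to −0.47. Their GC content was 41.2% to 42.8%, close to the median of 43.8% over all subfamilies. A lower total in the KO libraries would move L1 subfamilies of similar abundance alike, whereas L1MdA_I changed by 0.97. A biological difference among L1 subfamilies after TET2 loss may be put forward for these subfamilies as a hypothesis. Reads reassigned from them to L1MdA_I are argued against as the whole cause. All 5 subfamilies fell, and L1MdTf_I (138965 to 87795 CPM) and L1MdTf_II (151526 to 91466 CPM) each lost more than L1MdA_I gained (45751 to 89605 CPM). Such reads could still carry part of the fall, which was not tested here and stays open.

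In K-562 TET2 KO the young L1PA subfamilies fell. L1PA5 (−0.84, adjusted p = 0.149) was added to L1HS and L1PA2 to L1PA4 after its values were seen. Displacement by the FordPrefect counts is not the whole cause, since without those elements the median log2 change of the 5 subfamilies was −1.10. GC content is argued against by a median of −1.25 after removal of its trend. For the whole L1 set of K-562 the adjusted p was 0.235 without a GC correction, 0.0572 with it and 0.00385 with the trend fitted outside L1, so a call of that set rests on a correction chosen after the results were seen. The 5 young subfamilies had a median log2 change of −1.07 (range −1.18 to −0.84). The 11 older ones, L1PA6 to L1PA17, had a median of −0.32, with 7 below 0. The young ones were partly chosen by their changes, so this contrast cannot decide on a grading. Whether the loss is graded by subfamily number remains undecided: over the 11 older subfamilies the rank correlation of number and log2 change was −0.136 (permutation p = 0.699), with SE of 0.413 to 1.05 per subfamily. These subfamilies are nested in sequence, so the spread of reads among them may also carry the fall from 1 to the others, which the value of −0.136 does not resolve.

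MERVL-int fell in mESC Tet2 KO, and MT2_Mm, its LTR and chosen after its values were seen, had a log2 change of −1.27 ± 0.568 (SE, edgeR adjusted p = 0.314). Fewer cells in a 2-cell-like state are a candidate explanation. Of 16 listed genes of that state 15 were found in the annotation, and the 13 repeat elements inside them held 71.1 counts over the 6 libraries, with 6.17, 9.33 and 26.23 in WT and 9.95, 8.13 and 11.3 in KO. As shares of the library totals, which were lower in KO, their log2 ratio was 0.29 (exact p = 0.4). These counts are too few to decide, and the tables, which hold repeats only, do not show which of the listed genes mESC express.

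DESeq2 called 2158 mESC loci where edgeR called 9. In simulated counts with no change it made 49 false calls, so false calls at the simulated spread do not account for the whole number. In the other 9 splits of the libraries it called 87 to 134 loci. The simulation takes counts of different loci as independent, which the real libraries need not follow.

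EutTc1-N1 had counts in K-562 KO libraries only. KO replicates 1 and 3 had 304.2 and 182.5 counts at an element on chromosome 17 (37615348–37616363), and KO replicate 2 had 160.5 counts at an element on chromosome 19 (21752727–21753683). The remaining counts lay at copies of these elements on alternate contigs. No locus had counts in all 3 KO libraries, so the highest percent of the EutTc1-N1 counts that 1 locus carried in every KO library was 0. The element on chromosome 17 and its copy carried the counts of 2 KO libraries, with 0 in all WT libraries, and those of the other KO library lay elsewhere. Separate loci captured in separate libraries and a rise of the subfamily cannot be told apart at this depth.

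An MTE2b element on mouse chromosome 14 (45812580–45812927) in an intron of Gm15218, chosen after its values were seen, held 37445.90 counts in WT replicate 1 and 44824.26 in KO replicate 1, and between 9660.39 and 14510.84 in the other libraries. It was among the 10 highest elements of mESC. No explanation was tested.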
